A study of Mus musculus with 6 samples. Its data were reported in "Activation of NF-κB and p300/CBP potentiates cancer chemoimmunotherapy through induction of MHC-I antigen presentation" (2021).

How the data were processed

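The data were poly(A) RNA-seq libraries of TRAMP-C2 cells, 2 without drug, 2 treated with 2 µM oxaliplatin and 2 treated with 2 µM cisplatin for 24 h. Groups and replicate numbers were taken from the sample labels. Libraries were prepared with a stranded mRNA kit per the labels.

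The values that the authors deposited are expected counts per gene, estimated by RSEM, which divides reads that match several genes among them. The RSEM version, the aligner and whether counting used strand are not stated in the labels. The study's methods describe another counting program than RSEM for its in vitro RNA-seq. Whether this table used the gene annotation named there was not tested. Between 7977 and 8235 values per library were not whole numbers, no scaling between libraries had been applied, and genes with 0 counts were listed. Total counts were 21345312 to 24041767 per library, so that 3 counts correspond to 0.125 to 0.141 CPM (counts scaled to the library total). Gene symbols and positions came from GENCODE release M21 (GRCm38), where 54409 of the gene identifiers matched, 53229 of them with the same version. Overlapping genes and genes with near-identical copies are uncertain in such a table. The mitochondrial gene mt-Co3, chosen after its values were seen, had normalised counts of 796, 1460.1, 1400.0, 769, 752 and 2.05 in the libraries of control, oxaliplatin and cisplatin cells. The cause of this spread within groups was not tested.

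Expected counts were rounded to whole numbers. Genes with at least 10 counts in at least 2 libraries were kept, which left 14956. DESeq2 (version 1.42.0, R version 4.3.3) was fitted once to all 6 libraries with group as the factor, with median-of-ratios size factors (0.964 to 1.08), Wald tests and unshrunken log2 fold changes with their SE. P values were two-sided and adjusted by Benjamini-Hochberg within each contrast, with a threshold of 0.05. Independent filtering was at its default level of 0.1. The study's methods also name DESeq2 and an adjusted p threshold. Normalised counts are counts divided by the size factor, and are given as mean ± SD over 2 libraries. Design, lists, naming rule and alternatives were fixed before the data were examined, except where a later choice is stated.

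Genes are named by a fixed rule. It covers the AgPPM list and a list of signalling, transcription and immune response genes, here called regulators. In each contrast it also covers the 5 called genes with the largest rise and the 5 with the largest fall, given a mean of at least 100 normalised counts and no overlap between the libraries of the groups. From each of 6 pathway lists it takes the 3 genes with the smallest adjusted p in oxaliplatin against control. The lists were written by hand from general knowledge and from the study's text, and no gene was picked from these libraries. The study chose its genes largely in another cell line. The AgPPM, ribosome biogenesis and mitosis lists shared no gene with another list, whereas 9 of 34 regulators, 4 of 31 interferon response genes, 3 of 19 NF-κB targets, 3 of 15 stress response genes and 1 of 25 p53 targets were also on another list.

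Gene sets were tested with camera in limma (version 3.58.1) on voom log2 values with TMM scaling, at a preset correlation of 0.01 between genes. The tests were two-sided and covered 7 lists in 3 contrasts, with Benjamini-Hochberg adjustment over all 21. Set medians beside these tests are medians of voom log2 fold changes. The alternatives were camera with an estimated correlation and fry, which tests a set by rotation.

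To allow for the control libraries that both drug contrasts share, 20 data sets with unchanged drug groups were simulated from the control means and fitted dispersions. They gave on average 5.05 calls for oxaliplatin (at most 11) and 4.65 for cisplatin (at most 8). The tests were also tested on simulated data. In these, 200 of 14956 genes, all with a control mean of at least 100 normalised counts, were changed by a log2 value of 1. DESeq2 recovered 98.0% of them in the oxaliplatin and 97.5% in the cisplatin contrast, and 3.92% and 10.6% of its calls were false, the latter above the nominal rate. edgeR recovered 98.5% and 97.5%, with 11.3% and 15.9% false calls. Recovery of smaller changes, or of changes at lower counts, was not simulated. A simulated changed set of 20 genes was found (limma camera adjusted p = 3.24e-100), and 0 of 18 tests of unchanged sets passed. Genes were simulated independently, and each gene of the changed set was raised by a log2 value of 1. The set test was therefore not tried on correlated genes or on smaller changes. A simulated trend with a slope of 0.3 was estimated as 0.293 across 11687 genes.

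Alternatives for the gene tests were edgeR's quasi-likelihood test (version 4.0.16), TMM or total-count scaling, no filter on low counts, at least 10 counts in every library, no independent filtering, a replicate block, only the 4 libraries of the groups compared, a minimum absolute log2 fold change of 1, and leaving out each library in turn. A pair of alternatives was chosen after seeing the data. These were removal of each library's trend with transcript length and GC content by loess (span 0.5), and independent filtering optimised at 0.05. Where leaving out a library left a group with 1 library, log2 values were compared without a test. Gene length was examined in genes with a mean of at least 50 normalised counts, with long genes defined as over 100 kb. Myc-CaP cells and the 20 µM doses that the series description mentions were not analysed here.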

Results

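RNA sequencing measured gene expression in TRAMP-C2 cells, a mouse prostate cancer cell line, left untreated or exposed for 24 h to oxaliplatin or cisplatin at 2 µM. Both drugs are platinum compounds that bind DNA. Each of the 3 groups (control, oxaliplatin and cisplatin) held 2 libraries made from poly(A) RNA. Total counts were 21345312 and 22408490 in control replicates 1 and 2, 24041767 and 21823415 in oxaliplatin replicates 1 and 2, and 23277225 and 22384291 in cisplatin replicates 1 and 2. At these depths a gene with 0 counts could still be present at up to 0.125 to 0.141 CPM (counts scaled to the library total), the level of 3 counts. This limit covers counting error only, since reads without molecular identifiers are not independent molecules. After a filter on low counts 14956 genes were tested. Gene positions refer to mouse genome build GRCm38.

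Replicate libraries had Pearson correlations of log2 counts across genes of 0.993 in control, 0.995 in oxaliplatin and 0.994 in cisplatin cells, and genes are not independent replicates. Counts of replicates differed by more than sampling noise, with a mean chi-square per gene of 4.73 in control, 2.88 in oxaliplatin and 2.86 in cisplatin. Principal component analysis of the 1000 most variable genes placed 55.1% of the variance on the first component and 26.0% on the second. Control libraries lay at -8.23 and -7.67 on the first component, oxaliplatin libraries at -0.00598 and 0.457, and cisplatin libraries at 7.18 and 8.27. The second component set oxaliplatin libraries, at -6.33 and -6.09, apart from control libraries, at 2.43 and 3.52, and cisplatin libraries, at 3.07 and 3.40. The third component held 8.35% of the variance. Mitochondrial genes took 1.87% to 2.11% of the counts, and the most abundant gene, Eef1a1, took 1.05% to 1.11%.

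**Figure D1:**
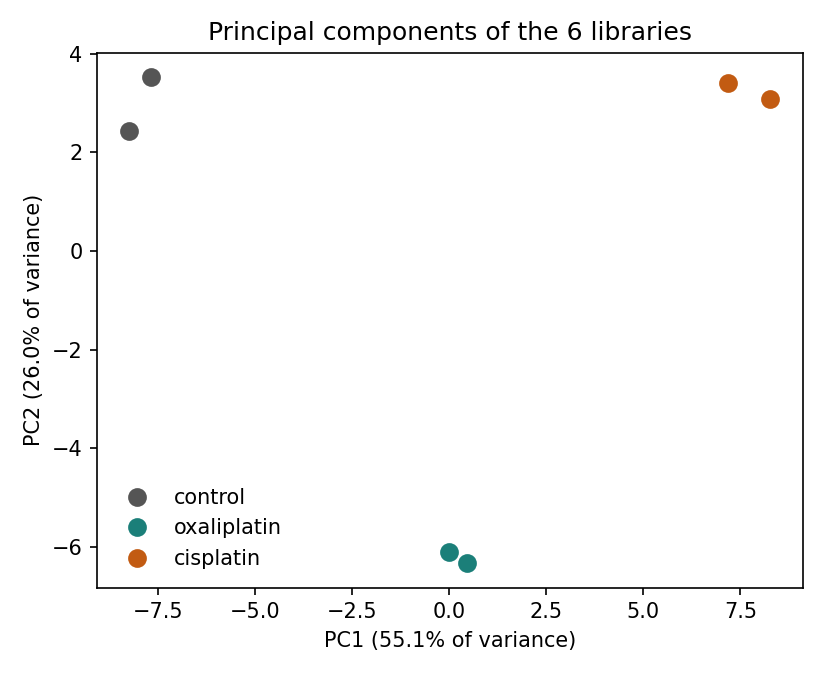
Scores of the 6 libraries on the first and second principal component of the 1000 most variable genes (x axis 55.1% and y axis 26.0% of the variance, both in arbitrary units), 1 point per library. Control libraries lie at -8.23 and -7.67 on the first component, oxaliplatin libraries at -0.00598 and 0.457, and cisplatin libraries at 7.18 and 8.27. On the second component control libraries lie at 2.43 and 3.52, oxaliplatin libraries at -6.33 and -6.09, and cisplatin libraries at 3.07 and 3.40.

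The comparison of oxaliplatin with control asked which genes respond to a low dose of the drug. DESeq2 with Benjamini-Hochberg adjustment placed 3028 genes past an adjusted p of 0.05, of which 1607 were higher and 1421 lower than in control cells. Most of these changes were small. Their median absolute log2 fold change was 0.33, and a further requirement of a log2 change of at least 1, the alternative that moved the count most, left 71 genes, 39 higher and 32 lower. edgeR's quasi-likelihood test called 4618 genes, 3005 of them among the 3028. Scaling by total counts gave 1478 higher and 1565 lower genes. The libraries of both groups did not overlap for 9685 genes, or 64.8% of those tested, where 33.3% would arise by chance. DESeq2 gave no adjusted p to 2900 genes with low means.

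Ankrd1 (ENSMUSG00000024803, chromosome 19, 36111961 to 36120099) rose from 1452 ± 78.99 normalised counts (SD, n = 2) in control to 4065 ± 236 in oxaliplatin cells. Its log2 fold change was 1.49 ± 0.07 (SE), with a DESeq2 adjusted p of 6.16e-93. The chemokine gene Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) rose from 841 ± 20.9 to 2311 ± 215 normalised counts, a log2 fold change of 1.46 ± 0.09 (DESeq2 adjusted p = 1.89e-61). Gm14296, Ccl7 and Siglecg completed the 5 genes with the highest log2 fold changes among called genes with a mean of at least 100 counts. At the other end, Penk (ENSMUSG00000045573, chromosome 4, 4133531 to 4138819) fell from 1034 ± 22.2 to 422 ± 12.97 normalised counts, with a log2 fold change of -1.29 ± 0.11 (DESeq2 adjusted p = 9.83e-30). The other genes of this group were Gm46209, Vcp-rs, Ugt1a6b and Gm765. Gm14296, Gm46209, Vcp-rs and Ugt1a6b share sequence or exons with related genes, so their counts are uncertain.

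For cisplatin against control, DESeq2 called 4203 genes, 2355 higher and 1848 lower, with a median absolute log2 fold change of 0.36. Of these, 122 rose and 120 fell by a log2 change of at least 1. edgeR's quasi-likelihood test called 6112 genes, 3095 higher and 3017 lower. Scaling by total counts gave 4200 calls but shifted the split to 1824 higher and 2376 lower. The libraries of both groups were separated for 10379 genes, or 69.4%. No adjusted p was given to 1740 genes. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889), an interferon-inducible chemokine gene, had 90.2 ± 14.7 normalised counts (SD, n = 2) in control and 933 ± 35.5 in cisplatin cells, a log2 fold change of 3.37 ± 0.17 (SE) with a DESeq2 adjusted p of 1.94e-84. Gm26917 (ENSMUSG00000097971, chromosome 17, 39843013 to 39846341), annotated as a lincRNA that ends 11 bp before a ribosomal RNA gene, rose from 2122 ± 334 to 21297 ± 1473 normalised counts (log2 fold change 3.33 ± 0.14, DESeq2 adjusted p = 1.81e-117), and its reads are uncertain because the locus is a copy of a repeat. Rsad2, Gm14296 and Ptgs2 also belonged to the 5 genes with the highest log2 fold changes. The linker histone gene H1f0 (ENSMUSG00000096210, chromosome 15, 79028450 to 79030504) fell from 4063 ± 187 to 1432 ± 93.97 normalised counts, a log2 fold change of -1.50 ± 0.07 (DESeq2 adjusted p = 5.70e-103). Gpc6 (ENSMUSG00000058571, chromosome 14, 116925315 to 117976544), a gene with a long body, fell from 364 ± 10.96 to 115 ± 20.6 normalised counts (log2 fold change -1.66 ± 0.21, DESeq2 adjusted p = 1.27e-13). Gm46209, Rspo2 and Gm26778 were the remaining 3 of the 5 genes with the lowest log2 fold changes, and the counts of Gm46209 and of Gm26778, which overlaps Kctd12, are uncertain.

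Both drugs changed 1885 genes past the threshold, and 1738 of these, or 92.2%, changed in the same direction (1061 higher and 677 lower). The remaining 147 changed in opposite directions. Scaling by total counts gave 1716 genes called in the same direction after both drugs, 864 higher and 852 lower. Because both contrasts used the same control libraries, unchanged drug groups were simulated against those controls. In 20 simulations at most 4 genes, and 1.15 on average, were called with the same sign in both contrasts. These simulations hold no drug effect, so they show only the overlap that shared controls give without one. The overlap and the agreement in sign of unrelated responses as large as these were not simulated. With the threshold of a log2 change of at least 1, the alternative that moved the overlap most, 33 genes were shared. The Pearson correlation of the log2 fold changes across the 14956 genes was 0.572, and the simulations gave 0.496 on average (range 0.433 to 0.557). Across the 10731 genes with a mean of at least 100 counts it was 0.616, where the simulations gave 0.453 on average and 0.685 at most. Spearman's rho over all genes, chosen after the Pearson values were seen, was 0.542 against 0.436 (range 0.416 to 0.451). When each drug was compared with a different control library, the Pearson correlation was 0.398 or 0.504, depending on which library served which drug.

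The direct comparison of oxaliplatin with cisplatin tested where the drugs differed at the same dose. DESeq2 called 2977 genes, 1289 higher and 1688 lower in oxaliplatin than in cisplatin cells, of which 31 and 35 differed by a log2 value of at least 1. Scaling by total counts turned this split to 1622 higher and 1364 lower. Libraries of the groups did not overlap for 10164 genes (68.0%). Gpc6 was higher after oxaliplatin by 1.28 ± 0.21 on the log2 scale (SE; DESeq2 adjusted p = 4.17e-08), and Kirrel3, Shank2, Sorcs2 and Msra were the other 4 genes at that end. Gm26917 had a log2 fold change of -2.33 ± 0.14 (DESeq2 adjusted p = 8.34e-58) and Cxcl10 of -1.99 ± 0.15 (DESeq2 adjusted p = 2.34e-39). Gadd45a (ENSMUSG00000036390, chromosome 6, 67035096 to 67037457) had 104 ± 6.68 normalised counts (SD, n = 2) in control, 88.1 ± 13.2 in oxaliplatin and 259 ± 18.5 in cisplatin cells. Its log2 fold change between the drugs was -1.55 ± 0.23 (DESeq2 adjusted p = 1.32e-09). Rsad2 and Gm10705 were also among the 5 lowest.

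The study asked whether platinum drugs raise the machinery genes (AgPPM) through which cells process antigens and present them on class I molecules of the major histocompatibility complex. A list of 17 such genes was fixed before the data were examined, and 16 passed the filter. Nlrc5, a regulator of these genes, had 3, 6, 6, 11, 8 and 9 counts in control replicates 1 and 2, oxaliplatin replicates 1 and 2 and cisplatin replicates 1 and 2. It did not pass the filter, so a change in it was not tested, and a small change could be missed at such counts. After oxaliplatin DESeq2 called 0 AgPPM genes higher and 3 lower. Adjusted over the list alone the count was also 3, all lower. At an unadjusted p under 0.05 there were 5 genes, of which 2 were higher. Calr (ENSMUSG00000003814, chromosome 8, 84841850 to 84846934) fell from 40301 ± 439.6 to 30812 ± 470.1 normalised counts (SD, n = 2), a log2 fold change of -0.39 ± 0.03 (SE) with a DESeq2 adjusted p of 3.89e-39. Pdia3 (ENSMUSG00000027248, chromosome 2, 121413775 to 121438687) fell from 22638 ± 107 to 18587 ± 513, a log2 fold change of -0.28 ± 0.04 (DESeq2 adjusted p = 4.94e-13). Canx (ENSMUSG00000020368, chromosome 11, 50293961 to 50325673) fell from 17675 ± 239 to 15912 ± 209, a log2 fold change of -0.15 ± 0.03 (DESeq2 adjusted p = 4.01e-05). These genes encode chaperones of the endoplasmic reticulum.

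Several AgPPM genes rose slightly after oxaliplatin without passing the DESeq2 threshold. The immunoproteasome gene Psmb10 (ENSMUSG00000031897, chromosome 8, 105935735 to 105938444) went from 649 ± 21.7 to 773 ± 7.79 normalised counts (SD, n = 2), a log2 fold change of 0.25 ± 0.10 (SE) with a DESeq2 adjusted p of 0.0586. B2m (ENSMUSG00000060802, chromosome 2, 122147686 to 122153083) went from 4029 ± 41.99 to 4338 ± 13.9, a log2 fold change of 0.11 ± 0.05 (DESeq2 adjusted p = 0.0816). For Erap1 (ENSMUSG00000021583, chromosome 13, 74639568 to 74693201), which overlaps the more abundant Cast, the log2 fold change was 0.18 ± 0.11 (DESeq2 adjusted p = 0.210). edgeR's quasi-likelihood test, the alternative that raised the AgPPM count most, called all of these higher, with edgeR adjusted p values of 0.0154 for Psmb10, 0.0375 for B2m and 0.0330 for Erap1, and so called 6 AgPPM genes. DESeq2 also called Psmb10 higher with at least 10 counts required in every library and after removal of the trends with transcript length and GC content. Over the 12 alternatives that give an adjusted p for a single gene, that of DESeq2 or edgeR ranged from 0.0154 to 0.194 for Psmb10 (past the threshold in 3), from 0.0375 to 0.7998 for B2m (past it in 1) and from 0.0330 to 0.428 for Erap1 (past it in 1). The class I heavy chain genes changed by -0.07 ± 0.18 (H2-K1, DESeq2 adjusted p = 0.826) and 0.04 ± 0.10 (H2-D1, DESeq2 adjusted p = 0.851) on the log2 scale. Without oxaliplatin replicate 2 the H2-D1 change was -0.00373, and without oxaliplatin replicate 1 it was 0.08 and the H2-K1 change -0.04. The transporter gene Tap1, whose end overlaps Psmb9, had a log2 fold change of -0.35 ± 0.27 (DESeq2 adjusted p = 0.390).

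After cisplatin DESeq2 called 6 AgPPM genes, 5 higher and 1 lower. Adjusted over the list alone there were 7, with 6 higher and 1 lower. B2m rose from 4029 ± 41.99 to 5293 ± 102 normalised counts (SD, n = 2), a log2 fold change of 0.39 ± 0.05 (SE; DESeq2 adjusted p = 1.72e-15). H2-D1 (ENSMUSG00000073411, chromosome 17, 35262730 to 35267499) rose from 746 ± 5.19 to 1155 ± 56.3 (log2 fold change 0.63 ± 0.10, DESeq2 adjusted p = 1.38e-09), and H2-K1 (ENSMUSG00000061232, chromosome 17, 33996017 to 34000347) from 217 ± 0.824 to 317 ± 12.4 (log2 fold change 0.54 ± 0.17, DESeq2 adjusted p = 0.00693). H2-K1 and H2-D1 are close paralogs, so the division of reads between them is uncertain. Psmb10 rose to 940.3 ± 59.3 normalised counts, with a log2 fold change of 0.54 ± 0.10 (DESeq2 adjusted p = 2.88e-06). Psmb8 (ENSMUSG00000024338, chromosome 17, 34197721 to 34201454) had 31.7 ± 8.13 normalised counts in control and 63.9 ± 12.2 in cisplatin cells, and its log2 fold change of 1.01 ± 0.42 did not pass (DESeq2 adjusted p = 0.0539), although edgeR called it (edgeR adjusted p = 0.0137, range 0.0137 to 0.140 over 11 alternatives), as did DESeq2 with at least 10 counts required in every library. Tapbp (ENSMUSG00000024308, chromosome 17, 33915899 to 33929292), which overlaps Zbtb22, rose by 0.16 ± 0.06 on the log2 scale (DESeq2 adjusted p = 0.0308). Tap2 (ENSMUSG00000024339, chromosome 17, 34203527 to 34216321) fell from 175 ± 4.29 to 115 ± 6.43 normalised counts (log2 fold change -0.61 ± 0.23, DESeq2 adjusted p = 0.0281). The calls of Tapbp and Tap2 were lost when either oxaliplatin library was left out of the fit, with DESeq2 adjusted p values of 0.0999 and 0.103 for Tapbp and 0.0955 and 0.1001 for Tap2, which left 4 AgPPM calls. Over the same 12 alternatives the adjusted p of DESeq2 or edgeR ranged from 0.0160 to 0.163 for Tapbp (past the threshold in 7) and from 0.00313 to 0.127 for Tap2 (past it in 8). Psmb9 received no adjusted p because of its low counts.

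In the direct comparison 0 of the 16 AgPPM genes were called higher and 8 lower in oxaliplatin than in cisplatin cells, with 8 also when adjusted over the list alone. At an unadjusted p under 0.05 there were 9, none of them higher. The log2 fold changes were -0.29 ± 0.05 (SE) for B2m (DESeq2 adjusted p = 1.81e-08) and -0.60 ± 0.10 for H2-D1 (DESeq2 adjusted p = 1.72e-08). H2-K1, Calr, Canx, Pdia3, Psmb10 and Tapbp were the others.

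**Figure D2:**
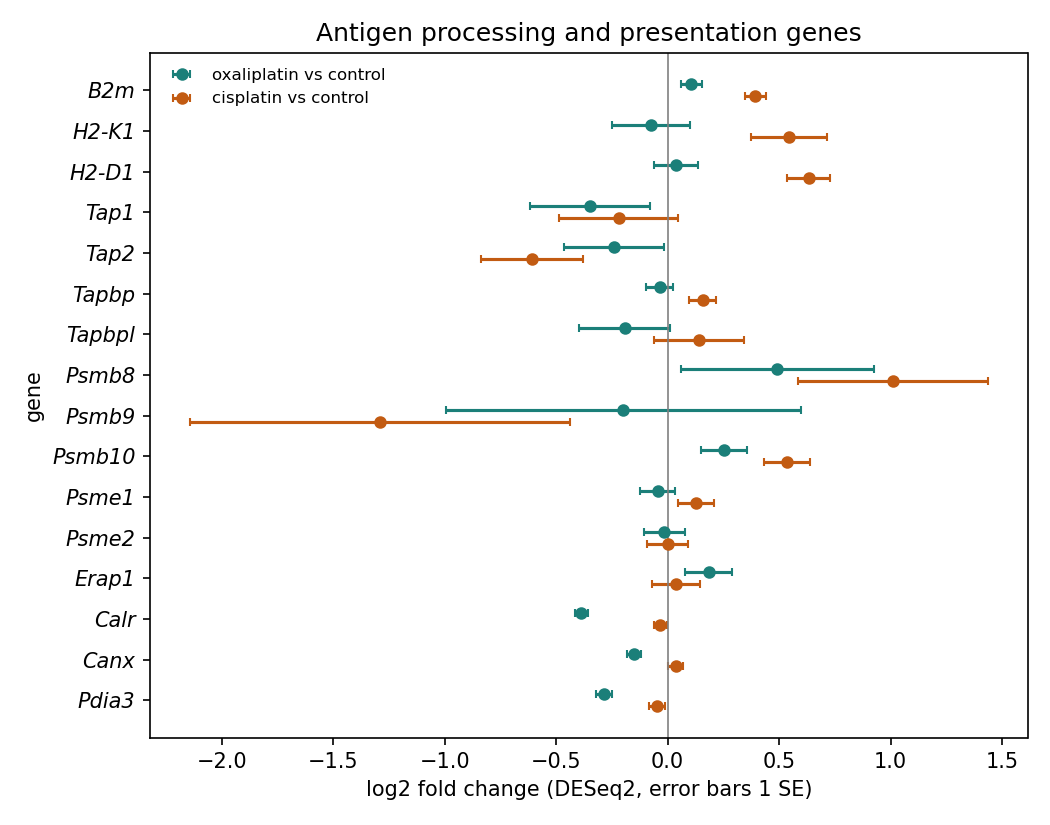
Log2 fold change against control (x axis, DESeq2) of the 16 AgPPM genes that passed the filter (y axis) after oxaliplatin (teal) and cisplatin (orange). Points are estimates from 2 libraries per group and bars are 1 SE. B2m lies at 0.11 after oxaliplatin and 0.39 after cisplatin, and Calr at -0.39 and -0.03.

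As a set, the AgPPM genes were tested against all other genes with camera at a preset correlation of 0.01, 1 of 21 set tests adjusted together. After oxaliplatin the set's median log2 fold change was -0.06, with 5 of 16 genes higher (limma camera adjusted p = 0.237). After cisplatin the median was 0.08, with 10 of 16 higher (limma camera adjusted p = 0.101). Neither passed the threshold, but the cisplatin test did under fry (limma fry adjusted p = 0.0284) and without the filter on low counts, within a range of 0.0284 to 0.532 over its alternatives. Between the drugs the set was lower in oxaliplatin cells, with a median of -0.21 and 13 of 16 genes lower (limma camera adjusted p = 8.14e-04). That call held under fry (limma fry adjusted p = 0.00709) but was lost with an estimated correlation, the alternative that moved the set tests most (limma camera adjusted p = 0.266, range 8.17e-06 to 0.266 over the alternatives). Without oxaliplatin replicate 1 the median after oxaliplatin, computed from log2 normalised counts, was -0.04 in place of -0.06.

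A second list, also written before the data were examined, held 34 genes of signalling, transcription and immune response, most of them from factors or pathways that the study discusses, of which 31 were tested. DESeq2 called 12 after oxaliplatin (8 higher and 4 lower), 18 after cisplatin (16 higher and 2 lower) and 14 between the drugs (1 higher and 13 lower in oxaliplatin). Adjusted over the list alone the counts were 14, 20 and 16. Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) had 588 ± 53.02 normalised counts (SD, n = 2) in control, 958 ± 25.4 in oxaliplatin and 1433 ± 56.9 in cisplatin cells. Its log2 fold change was 0.70 ± 0.10 (SE) after oxaliplatin (DESeq2 adjusted p = 1.81e-10) and 1.29 ± 0.10 after cisplatin (DESeq2 adjusted p = 3.40e-35). Nfkb2 (ENSMUSG00000025225, chromosome 19, 46304320 to 46312385) changed by 0.55 ± 0.06 (DESeq2 adjusted p = 1.95e-16) and 0.80 ± 0.06 (DESeq2 adjusted p = 1.98e-35), and Nfkbia (ENSMUSG00000021025, chromosome 12, 55489410 to 55492647) by 0.44 ± 0.10 (DESeq2 adjusted p = 1.43e-04) and 0.79 ± 0.10 (DESeq2 adjusted p = 8.58e-14). Ddit3 (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288), which encodes the stress factor CHOP, changed by 0.62 ± 0.09 (DESeq2 adjusted p = 3.25e-11) and 0.79 ± 0.09 (DESeq2 adjusted p = 1.39e-18). Ddit3 overlaps Mars and a second gene of the same name, Jun an antisense gene and Nfkb2 the gene Psd. Junb and Atf3 were higher after both drugs. After oxaliplatin Nfe2l1 changed by -0.32 ± 0.05 (DESeq2 adjusted p = 1.97e-10) and Tmem173 by -0.22 ± 0.07 (DESeq2 adjusted p = 0.0141). Tmem173 was called higher after cisplatin. The rise of Nfkb1 after oxaliplatin, by 0.16 ± 0.07, did not pass (DESeq2 adjusted p = 0.0604).

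Irf1 (ENSMUSG00000018899, chromosome 11, 53770014 to 53778374) had a log2 fold change of 0.17 ± 0.08 (SE) after oxaliplatin (DESeq2 adjusted p = 0.0986) and 0.31 ± 0.08 after cisplatin (DESeq2 adjusted p = 6.24e-04), and the drugs did not differ in it (DESeq2 adjusted p = 0.204). Ifngr2 (ENSMUSG00000022965, chromosome 16, 91547072 to 91565623), which encodes a chain of the interferon gamma receptor, had 1951 ± 20.8 normalised counts (SD, n = 2) in control, 1771 ± 57.9 in oxaliplatin and 2350.3 ± 49.2 in cisplatin cells. It changed by -0.14 ± 0.07 after oxaliplatin (DESeq2 adjusted p = 0.114) and 0.27 ± 0.07 after cisplatin (DESeq2 adjusted p = 3.08e-04), and differed between the drugs by -0.41 ± 0.07 (DESeq2 adjusted p = 1.70e-08). edgeR placed the Irf1 rise and the Ifngr2 fall after oxaliplatin past the threshold, with edgeR adjusted p values of 0.0220 (range over the alternatives 0.0220 to 0.279) and 0.0292 (range 0.0292 to 0.2997). The Irf1 rise passed in 2 of 12 alternatives and the Ifngr2 fall in 1 of 12. Rela (ENSMUSG00000024927, chromosome 19, 5637483 to 5648130) rose by 0.41 ± 0.06 after cisplatin (DESeq2 adjusted p = 3.96e-09). Bag6 (ENSMUSG00000024392, chromosome 17, 35135178 to 35147322) changed by -0.14 ± 0.05 after oxaliplatin (DESeq2 adjusted p = 0.0301) and 0.18 ± 0.05 after cisplatin (DESeq2 adjusted p = 0.00320). Without control replicate 1 the oxaliplatin value of Bag6 was -0.08, without control replicate 2 the cisplatin value was 0.12, and leaving out either cisplatin library removed the oxaliplatin call (DESeq2 adjusted p = 0.0867 and 0.0849, range 0.0131 to 0.292 over the alternatives, past the threshold in 7 of 12). Sec22b (ENSMUSG00000027879, chromosome 3, 97901190 to 97923276) fell after oxaliplatin with a log2 fold change of -0.39 ± 0.06 (DESeq2 adjusted p = 2.10e-08). Ifng and Il1b had 0 counts in all 6 libraries, which allows up to 0.125 to 0.141 CPM.

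Further sets of target genes, fixed before the data were examined, covered pathways that the study discusses, and proliferation. NF-κB targets were higher after oxaliplatin, with a median log2 fold change of 0.51 and 19 of 19 genes higher (limma camera adjusted p = 3.13e-07), and after cisplatin, with a median of 0.79 and 18 of 19 (limma camera adjusted p = 2.22e-09). Interferon response genes had a median of 0.20 after oxaliplatin, with 22 of 30 higher (limma camera adjusted p = 0.00239), and 0.82 after cisplatin, with 30 of 30 higher (limma camera adjusted p = 2.22e-09). DESeq2 called 3 interferon response genes after oxaliplatin and 17 after cisplatin, all higher. Cxcl10 was 1 of the 3, with a log2 fold change of 1.38 ± 0.18 (SE) after oxaliplatin (DESeq2 adjusted p = 7.08e-13), beside Ifit1 and Ifit3. Computed from log2 normalised counts, the interferon median after oxaliplatin was 0.20 and dropped to 0.13 without control replicate 1. Ribosome biogenesis genes were higher after both drugs, with medians of 0.43 after oxaliplatin, where 29 of 30 were higher (limma camera adjusted p = 3.90e-20), and 0.34 after cisplatin, where 29 of 30 were higher (limma camera adjusted p = 2.37e-13). Nop56 (ENSMUSG00000027405, chromosome 2, 130274430 to 130279313), which overlaps Idh3b, rose by 0.57 ± 0.04 on the log2 scale after oxaliplatin (DESeq2 adjusted p = 4.24e-42).

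As a set, stress response genes moved in opposite directions after the drugs. Their median was -0.48 after oxaliplatin, with 12 of 15 genes lower (limma camera adjusted p = 4.35e-05), and 0.34 after cisplatin, with 13 of 15 higher (limma camera adjusted p = 8.51e-05). Asns (ENSMUSG00000029752, chromosome 6, 7675169 to 7693254) had 4904 ± 54.1 normalised counts (SD, n = 2) in control, 3167 ± 52.1 in oxaliplatin and 5555 ± 104 in cisplatin cells, and differed between the drugs by -0.81 ± 0.05 on the log2 scale (SE; DESeq2 adjusted p = 7.70e-61). Hspa5 (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547) was lower after both drugs, with a log2 fold change of -0.57 ± 0.03 after oxaliplatin (DESeq2 adjusted p = 1.38e-58), as was Xbp1. Ddit3 and Atf3, which are also on this list, were called higher after both drugs. DESeq2 called 3 of the 15 stress response genes higher and 11 lower after oxaliplatin, and 11 higher and 2 lower after cisplatin. The p53 targets had a median of -0.13 after oxaliplatin, with 11 of 25 higher (limma camera adjusted p = 0.776), and 0.32 after cisplatin, with 18 of 25 higher (limma camera adjusted p = 0.0135). Without control replicate 1 the oxaliplatin median of p53 targets changed sign to 0.00894. DESeq2 called 5 p53 targets higher and 5 lower after oxaliplatin, and 6 higher and 4 lower after cisplatin. Plk2 (ENSMUSG00000021701, chromosome 13, 110395046 to 110400844), a p53 target, rose by 1.19 ± 0.07 on the log2 scale after oxaliplatin (DESeq2 adjusted p = 2.81e-56) and was also called higher after cisplatin, as was Aen after both drugs. Btg2, another target, changed by -0.77 ± 0.13 after oxaliplatin (DESeq2 adjusted p = 8.44e-08) and was also called lower after cisplatin. Mitosis genes had a median of 0.10 after oxaliplatin, with 15 of 22 higher (limma camera adjusted p = 0.00252), and -0.08 after cisplatin, with 13 of 22 lower (limma camera adjusted p = 0.693).

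Between the drugs, 4 of these pathway sets were lower in oxaliplatin than in cisplatin cells. The median was -0.62 for stress response (limma camera adjusted p = 6.22e-13, 14 of 15 lower), -0.51 for interferon response (limma camera adjusted p = 5.15e-07, 28 of 30 lower), -0.30 for NF-κB targets (limma camera adjusted p = 8.58e-05, 17 of 19 lower) and -0.20 for p53 targets (limma camera adjusted p = 0.00239, 19 of 25 lower). Ribosome biogenesis genes were higher by a median of 0.07 (limma camera adjusted p = 0.0192, 21 of 30 higher) and mitosis genes by 0.10 (limma camera adjusted p = 0.00430, 16 of 22 higher). None of the set calls in any contrast held under camera with an estimated correlation, whose smallest limma adjusted p was 0.0992. Under fry all of them held except interferon response after oxaliplatin (limma fry adjusted p = 0.0896, range over the alternatives 0.000111 to 0.481) and ribosome biogenesis between the drugs (limma fry adjusted p = 0.0579, range 0.00248 to 0.436).

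**Figure D3:**
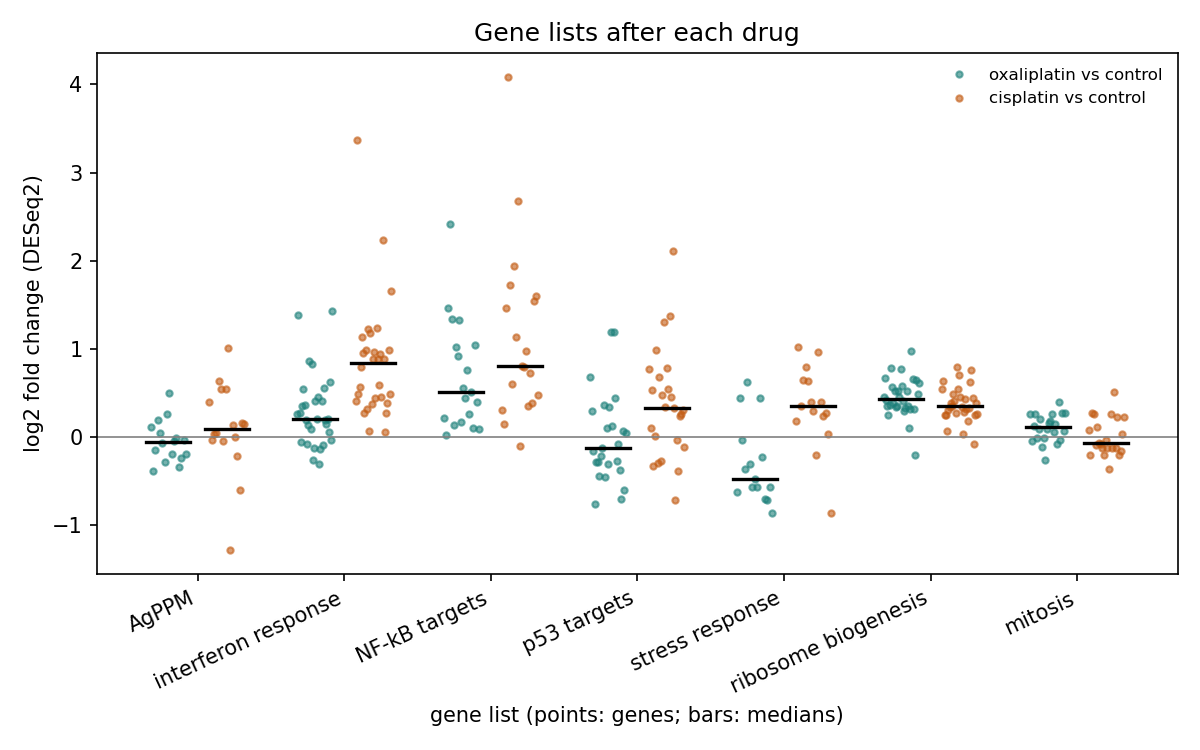
Log2 fold change against control (y axis, DESeq2) of the tested genes of the AgPPM list and the 6 pathway lists (x axis) after oxaliplatin (teal) and cisplatin (orange). Each point is a gene and each bar the list's median, which is -0.48 for stress response after oxaliplatin and 0.35 after cisplatin.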

Values the study reported

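The study treated another mouse prostate cancer cell line, Myc-CaP, with drug doses that caused at most 10% cell death. TRAMP-C2 cells were among the lines it used for protein assays of stress, interferon and NF-κB factors. In TRAMP-C2 cells that expressed ovalbumin, it reported that oxaliplatin raised presentation of an ovalbumin peptide on a class I molecule. Those assays measured protein, whereas the libraries here measure RNA.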

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

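Genes called both by DESeq2 and under an alternative setting had 0 opposite signs in the 3 contrasts. Leaving out a library could not turn the sign of a called gene, since the libraries of the groups did not overlap for any of them. The number of calls varied. edgeR called 4618 genes for oxaliplatin (2333 higher, 2285 lower), 6112 for cisplatin (3095 higher, 3017 lower) and 4773 between the drugs (2304 higher, 2469 lower), with 2794 shared by both drugs and 6 AgPPM genes after oxaliplatin. The cause was not tested, but edgeR also made more false calls in the simulated data. A minimum log2 change of 1 by construction kept 71, 242 and 66 genes in oxaliplatin against control, cisplatin against control and oxaliplatin against cisplatin, 33 shared genes, and 0 AgPPM genes after either drug. The fits that each left out a library of the group not compared, and so tested fewer libraries, gave 2136 to 2159 genes for oxaliplatin, 3005 to 3021 for cisplatin and 2451 to 2453 between the drugs. No such fit gives the shared count, since leaving out any library leaves a group with 1.

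Scaling by total counts moved the median of all genes by at most 0.05 on the log2 scale. It gave 1824 higher and 2376 lower genes for cisplatin, where size factors gave 2355 and 1848, and 1622 higher and 1364 lower between the drugs, where they gave 1289 and 1688. For oxaliplatin it gave 1478 higher and 1565 lower. Whether more genes rose or fell therefore depended on the scaling in each contrast. Under total counts Tapbp was no longer called after cisplatin (DESeq2 adjusted p = 0.163), and Calr and Pdia3 were called lower there. Removing the trends with transcript length and GC content also called Calr and Pdia3 lower after cisplatin, and called Psmb10 higher after oxaliplatin, as did requiring 10 counts in every library. Optimising the independent filtering at 0.05 changed only the count between the drugs, to 2988.

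With the replicate number as a block, 1958 genes were called for oxaliplatin (1089 higher, 869 lower), 2833 for cisplatin and 1861 between the drugs (741 higher, 1120 lower), with 1072 shared and 3 AgPPM genes after cisplatin. H2-K1 (DESeq2 adjusted p = 0.0620, the highest of its alternatives, the lowest being 0.000690), Tapbp (0.117) and Tap2 (0.127) after cisplatin and Bag6 after oxaliplatin (0.0927) were not called. Same-numbered libraries did not deviate together. Across 10731 genes their deviations had correlations of 0.0715 between control and oxaliplatin, -0.0477 between control and cisplatin and -0.191 between the drugs. These values give no sign that the numbers pair the libraries, but pairing is not excluded. Differences between replicates also followed transcript length, with Spearman correlations of -0.420 in control, 0.171 in oxaliplatin and -0.291 in cisplatin cells. The block uses degrees of freedom.

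The set tests changed most under camera with an estimated correlation. Under that setting every call fell short. The limma camera adjusted p was then 0.0992 for NF-κB targets after both drugs, stress response in all 3 contrasts, ribosome biogenesis after both drugs, mitosis after oxaliplatin and between the drugs, and p53 targets between the drugs. It was 0.481, 0.235 and 0.276 for interferon response after oxaliplatin, after cisplatin and between the drugs. For NF-κB targets between the drugs it was 0.145, for p53 targets after cisplatin 0.124, and between the drugs 0.436 for ribosome biogenesis and 0.266 for AgPPM. Under fry, interferon response after oxaliplatin (limma fry adjusted p = 0.0896) and ribosome biogenesis between the drugs (0.0579) were not called, AgPPM after cisplatin was (0.0284), and mitosis after cisplatin turned from lower to higher (0.203) without passing in either case. With no filter AgPPM after cisplatin passed (limma camera adjusted p = 0.0470). The cause of these changes under the estimated correlation, fry and no filter was not tested. The other set calls were kept in the scaling, filter, block and leave-one-out fits.

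Among set medians of log2 normalised counts, that of p53 targets after oxaliplatin was -0.13 and ranged from -0.16 to 0.00894 over the 4 leave-outs, positive without control replicate 1. The interferon median between the drugs was -0.53, and -0.30 without cisplatin replicate 1, while that after oxaliplatin was 0.20, and 0.13 without control replicate 1. For ribosome biogenesis between the drugs the median was 0.07, and 0.04 without oxaliplatin replicate 1 or cisplatin replicate 1. The AgPPM median after oxaliplatin was -0.06, and -0.04 without oxaliplatin replicate 1. For single named genes under edgeR, other scalings and the block, 6 calls were gained and 5 lost, and 6 were lost when a library was left out, those of Tapbp, Tap2 and Bag6. The depth limits Nlrc5, which was not tested, Psmb9, which had no adjusted p, and Psmb8, whose rise after cisplatin passed the threshold in 2 of 11 alternatives.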

Other observations

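The tests of transcript length and GC content, of gene length after cisplatin and of Gm26917 were chosen after the results were seen. The gene lists for endoplasmic reticulum folding and for the amino acid response were also chosen after related genes had been seen, but before any of their own genes were looked at. The test of gene length in both drugs was set before the data were examined.

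Platinum adducts on DNA can block the polymerase, and a gene with a long body offers more sites. If that set the response to both drugs, long genes should fall after each. Over the 1469 genes longer than 100 kb, adjusted for transcript length, GC content and expression, the oxaliplatin libraries differed from control libraries by 0.00780 on the log2 scale, within a 95% limit of 0.0218, which argues against a fall with gene length after oxaliplatin at this dose. Adduct levels were not measured here, so the drugs may have differed in the number of adducts.

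After cisplatin long genes were lower than other genes by a median log2 difference of -0.173. Adjustment for transcript length, GC content and expression reduced this to -0.0791, so part of it followed those trends. The remainder exceeded the adjusted difference in every replicate pair, where the farthest from 0 was -0.0102, which argues against such trends as the whole cause in genes over 100 kb. It does not extend to gene length in general. The Spearman correlation with gene length after adjustment was -0.0588 for cisplatin against control, but -0.0983 between the control replicates. The adjusted median was -0.256 in 244 genes over 300 kb, -0.0499 from 100 to 300 kb, -0.00242 from 30 to 100 kb, 0.00873 from 10 to 30 kb and -0.0132 under 10 kb. A block of elongation by adducts may explain the fall of the longest genes, but it cannot be told apart from other changes that affect long genes, since the steps were not regular at the short end and only mature RNA was measured. Gpc6, whose log2 fold change after cisplatin was -1.66, is a gene of this kind.

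Removing each library's trend with transcript length and GC content kept at least 84.3% of the genes called in each contrast (93.1% for oxaliplatin, 87.4% for cisplatin), which argues against these trends as the cause of most calls.

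Gm26917 rose 2.00-fold after oxaliplatin and 10.0-fold after cisplatin. It lies next to an annotated ribosomal RNA gene, and carry-over of mature ribosomal RNA into the libraries would raise the neighbouring genes as well. The log2 fold change after cisplatin was 0.41 ± 0.30 (SE) for the ribosomal RNA gene CT010467.1 (DESeq2 adjusted p = 0.331), the highest of the 3 neighbours, whose median was 0.159. Both lie far below the 3.33 of Gm26917, which argues against carry-over as the cause of a rise of that size, while a small carry-over is not excluded. Reads moved from the neighbours to Gm26917 by the counting would leave the neighbours with fewer counts. Gm26917 gained 19174.6 normalised counts and the 3 neighbours together changed by 12919.7, with CT010467.1 as the main part. The spread between replicates gives that change a 95% limit of 40853.4, so a loss to Gm26917 after cisplatin cannot be told apart from no loss. After oxaliplatin the neighbour Gm42418 had a log2 fold change of -0.74 ± 0.19 (DESeq2 adjusted p = 6.52e-04). Those of AY036118 (0.37, DESeq2 adjusted p = 0.589) and CT010467.1 (0.29, DESeq2 adjusted p = 0.559) did not pass. Reads moved from Gm42418 are therefore not excluded after oxaliplatin. A rise of unprocessed ribosomal RNA precursor may contribute, as an open hypothesis that was not tested, and poly(A) libraries and reads of repeat copies limit what these counts can show.

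Calr, Canx and Pdia3 of the AgPPM list fell after oxaliplatin. A fall of endoplasmic reticulum folding genes as a class is a candidate explanation, since a list of 18 other folding genes had a median log2 fold change of -0.36, with 0 higher and 18 lower (limma camera adjusted p = 2.97e-11, over 6 tests of these added lists). It also fell after cisplatin, with a median of -0.15 and 16 of 18 lower (limma camera adjusted p = 0.000729). Under fry both falls passed, with limma fry adjusted p values of 0.000879 after oxaliplatin and 0.00836 after cisplatin. With an estimated correlation neither did, with limma camera adjusted p values of 0.0550 and 0.172. Whether a biological response to oxaliplatin or a technical difference in how the cells were grown lowers this class was not tested.

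As a set, stress response genes fell after oxaliplatin and rose after cisplatin. This may follow genes of the amino acid response, since 18 such genes outside that list were lower in oxaliplatin than in cisplatin cells, with a median log2 difference of -0.46 (limma camera adjusted p = 1.68e-12). They fell after oxaliplatin, with a median of -0.17 (limma camera adjusted p = 1.90e-06), and rose after cisplatin, with a median of 0.26 (limma camera adjusted p = 1.73e-06). With an estimated correlation the limma camera adjusted p was 0.0253 between the drugs and 0.0277 after each drug. The drug and the state of the medium at harvest are both open as explanations, as neither was tested apart from the groups.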
